A study of Bos taurus with 53 samples.

How the data were processed

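Bovine oocytes were matured in media with or without fatty acids and fertilised in vitro, and the embryos were transferred to recipient cows, flushed on day 14, scored for shape and dissected into embryonic disc and extraembryonic tissue. Per the labels, total RNA was made into TruSeq stranded mRNA libraries, sequenced as paired reads of 50 bases with 12 samples to a lane. The table deposited by the authors gives for each of 53 libraries and 24596 features a count of reads in exons, used for all tests, a count of uniquely placed exon reads, used in an alternative, and a count of intron reads, used for quality only. Per the submitters' processing notes the genome build was UMD3.1 and DESeq2 1.10.1 was used upstream; the aligner is not given in the sources used here. The counts are whole numbers without scaling. Of the features 18541 carried a gene name and 6055 did not, 0 of which were matched by the RefSeq table. POU5F1, NANOG, CDX2, GATA6 and XIST, for which the table has no such symbol, are not analysed here. All 1378 pairs of libraries were checked for duplicates and 0 were identical.

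Samples were grouped by tissue and medium from their labels. Within each tissue, edgeR 4.0.16 (quasi-likelihood F test, trimmed-mean scaling, low counts removed by its default filter) was fitted with medium and sex as terms, which gave the comparisons of media and of sexes. Ovoid and tubular embryos were compared with medium and sex as terms, in a fit that held spherical embryos as a further shape. Extraembryonic tissue was compared with the disc with embryo as a block, and the difference of the HIGH PA effect between tissues was tested in that design with tissue by CONTROL and tissue by sex terms added. The extraembryonic HIGH PA sample of undetermined sex was left out of fits with a sex term, and the 2 undissected samples of all comparisons. SEs are the absolute log2 fold change over the square root of F. A gene was called at a Benjamini-Hochberg adjusted p under 0.05. CPM means and SDs leave out the 2 libraries under 10000 reads, which the fits keep. P-values and SEs measure the spread between embryos, several of which were taken to come from the same flush (the embryos of a cow in a medium, as the labels give no flush dates), and intervals hold the error of the fit alone.

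Before the data were examined, 24 gene lists, the comparisons, the rule for named genes and most alternatives were fixed. Lists with at least 3 tested members were tested with camera in limma 3.58.1 at a preset correlation of 0.01, again with an estimated correlation, and with fry; trophoblast secreted products had too few members. Named genes were the 8 of lowest p and the 4 of largest change in each direction, up to 3 called members per list (in media comparisons the member of lowest p where 0 were called), and the 5 of lowest p in each direction where few or 0 were called, with SOX2, GATA4, IFNT2, PPARG and PLIN2 in the media and tissue comparisons. From these the text names a part.

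Alternatives were DESeq2 1.42.0 (size factors from positive counts), its default size factors in edgeR, no filter on low counts, recipient cow as a block, and, for HIGH PA against BASAL, no sex term, shape as a term, males only, tubular embryos only, both groups alone in the fit, limma-voom with flush as a correlated block, counts summed per flush, plate row as a term and each cow left out in turn. Each CONTROL replicate was left out in turn. Recipient cows were used for both BASAL and HIGH PA, so the correlation of embryos of the same cow in another medium was checked. In discs its median was -0.0189 (19 pairs, 3 over 0.1), against 0.0204 for different cows in different media (81 pairs, 33 over 0.1). In extraembryonic samples it was 0.0736 (30 pairs, 15 over 0.1), against 0.0551 (175 pairs, 73 over 0.1). The pairs include CONTROL embryos, which all came from the same cow, so CONTROL holds no difference between cows. The check therefore cannot decide whether embryos of a cow were alike. Cow was an alternative and not a term of the design. As a block it took the extraembryonic calls for shape from 1390 to 0.

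The tests were tried on simulated data: counts were drawn from negative binomial distributions with the genes' own means, spreads and library sizes, with the tested effect removed and 200 genes changed by 1.5-fold, 2-fold or 4-fold. No effect shared by a cow or flush was drawn, so the shares found can be too high where embryos share a flush. At 2-fold the share found was 71.6% for HIGH PA against BASAL in each tissue, 17.9% and 40.3% for BASAL against CONTROL in discs and extraembryonic samples, 26.9% and 41.8% for HIGH PA against CONTROL, 77.6% between tissues, 14.9% for the interaction, 52.2% and 91.0% for shape and 50.7% and 82.1% for sex. Analyses used R 4.3.3 and Python 3.11.15, with figures in matplotlib 3.10.9.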

Results

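Messenger RNA was sequenced from bovine embryos recovered on day 14, when the embryonic disc can be dissected from the surrounding extraembryonic tissue, which is mostly trophectoderm and hypoblast. The oocytes had been matured in vitro in 1 of 3 media: CONTROL, with neither fatty acids nor solvent; BASAL, with stearic (28 µM), palmitic (23 µM) and oleic acid (21 µM) in 0.45% ethanol; and HIGH PA, with palmitic acid raised to 150 µM in the same solvent. The 53 libraries came from 30 embryos flushed from 7 recipient cows. They comprised 23 discs (12 BASAL, 8 HIGH PA, 3 CONTROL), 28 extraembryonic samples (14 BASAL, 10 HIGH PA, 4 CONTROL) and 2 undissected HIGH PA embryos. Both parts were sequenced for 23 embryos. Depth ran from 6814 to 6167850 exon reads in discs and from 9810 to 19533821 in extraembryonic samples. Median depth was 2451272.5 reads in BASAL, 1860015 in HIGH PA and 2573384 in CONTROL discs, and 8080950, 6970144.5 and 6640892.5 in the matching extraembryonic groups. The library labelled ED BASAL replicate 7 held 6814 reads and EX BASAL replicate 7 held 9810. Means and SDs of CPM (counts of a gene per 1000000 counts of the library) leave out both. The embryo is the replicate throughout, and embryos of the same cow and medium were taken to share a flush and a uterus.

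**Figure D1:**
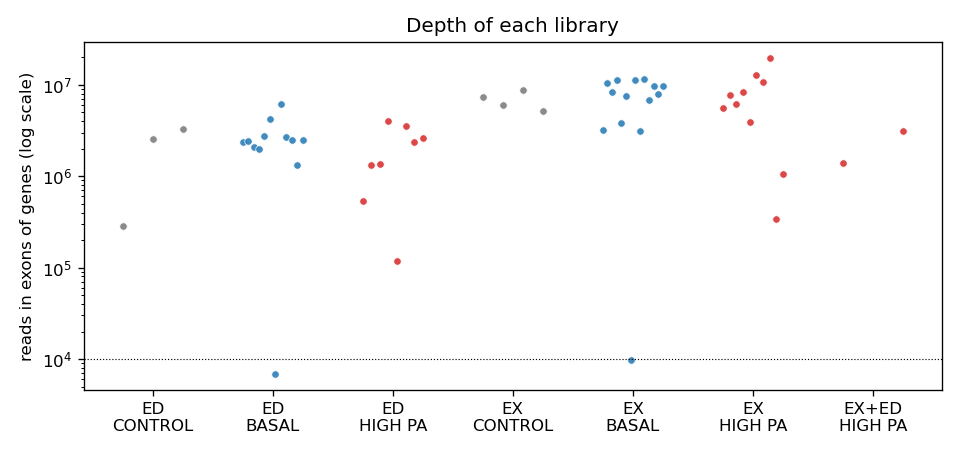
Reads in exons of genes for each library on a log axis, by group, with ED for embryonic disc and EX for extraembryonic tissue. Each point is a library, and the dotted line marks 10000 reads, which ED BASAL replicate 7 (6814) and EX BASAL replicate 7 (9810) did not reach.

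The comparison of extraembryonic tissue with the disc of the same embryo shows which transcripts mark each part. Disc libraries carried genes of the pluripotent epiblast and of the early primitive streak. Of these SOX2, NODAL and EOMES were almost without reads in extraembryonic samples, although 5 epiblast and 3 streak genes passed the filter on low counts there. SOX2, a pluripotency factor (chromosome 1, 85933322 to 85934782, UMD3.1, ENSBTAG00000011598), had 16.4 ± 10.3 CPM in BASAL discs (SD, n = 11) and 0 in all 13 BASAL extraembryonic libraries. NODAL, a signal that patterns the early embryo, had 30.9 ± 21.2 CPM in those discs and 0.00787 ± 0.0284 in the extraembryonic samples. EOMES, a T-box factor of the streak, had 25.6 ± 15.4 against 0.0135 ± 0.0488 CPM. NNAT, an imprinted gene (chromosome 13, 67118489 to 67120879), fell by 10.19 on the log2 scale from disc to extraembryonic tissue (SE 0.266) and was lower in 21 of 22 embryos. The library labelled ED BASAL replicate 12 had 0 reads of SOX2, NODAL, EOMES and NNAT among 2500029. It is kept in these means, and without it 6770 genes were called between the tissues.

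Among the fixed gene lists, epiblast and streak genes were again lower in extraembryonic tissue. Hypoblast genes were lower there too, although that tissue is described above as mostly trophectoderm and hypoblast. With an estimated correlation no list was called between the tissues, while fry called 13 of 23, as given below. All 11 measured epiblast genes were lower in extraembryonic tissue, among them PRDM14 (8.95 ± 5.20 against 0.0241 ± 0.0605 CPM), as were all 12 streak and mesoderm genes, among them FGF8 and HAND1, the latter with a log2 fold change of -4.87 (SE 0.479). Of 17 hypoblast and yolk sac genes 16 fell, including GATA4 (log2 fold change -2.07, SE 0.180), APOB (-6.54, SE 0.553) and TF, which encodes transferrin (-8.10, SE 0.637). CUBN, an endocytic receptor of absorptive epithelia, had 5.32 ± 6.70 CPM in BASAL discs and 0 in BASAL extraembryonic samples. Of 10 imprinted genes 9 fell, with PEG10 at -4.68 (SE 0.326) and MEST at -4.07 (SE 0.403). In the extracellular matrix list 18 of 24 genes fell and 1 rose, with MMP2 at -7.98 (SE 0.303) and SPP1, osteopontin, at 7.87 ± 9.03 against 0.0415 ± 0.124 CPM. Further transcripts seen almost only in discs were COL15A1, a basement membrane collagen (28.0 ± 16.3 against 0 CPM in BASAL libraries), PTPRZ1, a receptor phosphatase (51.4 ± 24.7 against 0.0971 ± 0.350), A2M, a protease inhibitor (67.5 ± 83.4 against 0.0243 ± 0.0875), and HAS2, a hyaluronan synthase (28.7 ± 17.8 against 0). CD74, the invariant chain of antigen-presenting cells, was listed as a marker of maternal cells. It had 8.45 ± 7.20 CPM in BASAL discs and 0.0594 ± 0.106 in extraembryonic samples. Of the 3 measured genes of the maternal list 2 fell. Whether their reads came from maternal cells or from the disc was not tested.

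Trophectoderm genes were higher in extraembryonic tissue, by smaller factors. All 11 had a log2 fold change above 0, and 7 rose, including ETS2 by 0.89 (SE 0.0945, higher in 21 of 22 embryos), TFAP2C by 0.81 (SE 0.115) and PPARG, a lipid-sensing nuclear receptor, by 1.53 (SE 0.236). IFNT2, a gene of interferon tau, the ruminant signal of pregnancy recognition, rose by 1.5 (SE 0.244) and was higher in 20 of 22 embryos. Its level in BASAL samples was 3019 ± 886 CPM against 1564 ± 749 in discs. Reads of IFNT2 can be shared with near-identical members of its family. In the prostaglandin list PTGES, a prostaglandin E synthase, rose by 1.14 (SE 0.230) and SLCO2A1, a prostaglandin transporter, by 2.06 (SE 0.272). SLC27A6, a fatty acid transporter, rose by 2.29 (SE 0.352), TM4SF1, a membrane glycoprotein, by 2.17 (SE 0.342), SCARB1, the receptor for high-density lipoprotein, by 1.40 (SE 0.152) and ACOT8, a peroxisomal thioesterase, by 1.54 (SE 0.149). EMC8, a subunit of a membrane protein insertase, rose by 1.13 (SE 0.105). ACOT8 and EMC8 were higher in 22 of 22 embryos.

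**Figure D2:**
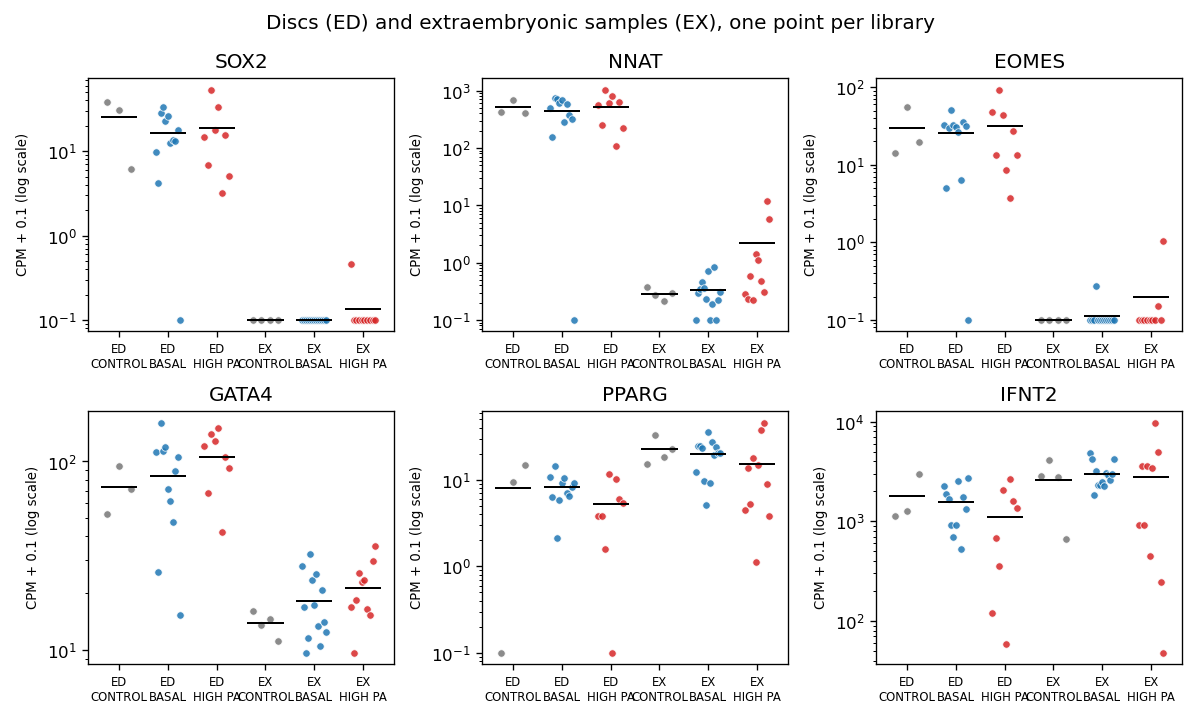
CPM plus 0.1 on a log axis for 6 genes, with a point for each library over 10000 reads and a bar at the group mean, for discs (ED) and extraembryonic samples (EX) of the 3 media. SOX2 and EOMES were at most 0.356 and 0.936 CPM in EX samples. NNAT had a median of 0.205 CPM there but reached 11.8 and 5.62 in EX HIGH PA replicates 9 and 10. SOX2, NNAT and EOMES were at 0 in ED BASAL replicate 12, whereas PPARG and IFNT2 were higher in EX samples.

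Among the lipid and energy lists, cholesterol genes mostly fell, oxidative phosphorylation genes mostly rose and several others were mixed. None of these lists was called with an estimated correlation. Of 23 genes of cholesterol synthesis and uptake 18 fell in extraembryonic tissue and 0 rose, with SQLE at -1.11 (SE 0.122). SCD5, a stearoyl-CoA desaturase, had 17.5 ± 9.55 CPM in BASAL discs and 0.00739 ± 0.0266 in the extraembryonic samples, and in its list of fatty acid synthesis 8 of 16 genes fell and 3 rose. Fatty acid uptake and storage was mixed, with 11 of 24 genes higher and 8 lower. FABP7, a fatty acid binding protein, fell by 5.18 (SE 0.385), and PLIN2, which coats lipid droplets, rose by 0.34 (SE 0.117) and was higher in 13 of 22 embryos. Fatty acid oxidation had 6 of 26 genes higher and 10 lower, including ANGPTL4 at -3.65 (SE 0.401), and glycolysis 4 of 18 higher and 7 lower, including ENO2, the neuronal enolase, at 4.80 ± 3.06 CPM in BASAL discs and 0.0157 in BASAL extraembryonic samples. Of 49 nuclear genes of oxidative phosphorylation 36 rose and 0 fell, with UQCRB at 0.67 (SE 0.101), COX7A2 at 0.67 (SE 0.114) and NDUFA1 at 0.63 (SE 0.104). Of 11 mitochondrially encoded genes 7 rose, with COX1 at 0.85 (SE 0.173). The mitochondrial share of reads was not even among extraembryonic libraries, with a median of 10.7% in the 7 libraries over 10000 reads whose names carried a mark 2 and 4.17% in the other 20. Of 27 genes of the unfolded protein response 19 rose and 2 fell, with MANF at 0.78 (SE 0.122) and CALR, calreticulin, at 0.52 (SE 0.0787).

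In the remaining lists, 8 of 13 amino acid transporters fell and 2 rose, with SLC7A3 at 47.6 ± 24.4 CPM in BASAL discs and 0 in BASAL extraembryonic samples. Of 16 DNA methylation and chromatin genes 7 fell and 2 rose, with the methyltransferase DNMT3B at -2.38 (SE 0.194). Antioxidant genes had 11 of 28 higher and 4 lower, cell cycle genes 10 of 32 higher and 5 lower, p53 and apoptosis genes 7 of 19 higher and 6 lower, interferon-stimulated genes 2 of 7 higher and 3 lower, prostaglandin and steroid genes 4 of 11 higher and 2 lower, and inflammation genes 1 of 5 each way. For these lists the counts adjusted over the list alone were equal to those over all genes. For hypoblast genes the list alone added 1 higher gene, for nuclear oxidative phosphorylation it gave 37 higher, and for the unfolded protein response 20 higher.

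By edgeR's quasi-likelihood test with embryo as a block, 6592 of 11921 genes passed a Benjamini-Hochberg adjusted p of 0.05, with 2921 higher and 3671 lower in extraembryonic tissue. The share of higher genes among those called was 44.3% with trimmed-mean factors, 34.4% with DESeq2's size factors in edgeR (6285 genes), 48.7% without the libraries under 10000 reads (6834 genes) and 51.9% in DESeq2 (7283 genes), where the test differed too. Of the 23 lists tested against all other genes with camera at a preset correlation, 10 were called, from epiblast identity (adjusted p = 4.22e-12) to cholesterol synthesis (adjusted p = 0.0253). With an estimated correlation the 10 were lost, with an adjusted p of 0.0878 for epiblast, 0.206 for streak and mesoderm, 0.268 for hypoblast and for imprinted genes, 0.558 for extracellular matrix, 0.598 for trophectoderm, 0.689 for oxidative phosphorylation and for the unfolded protein response, 0.734 for mitochondrially encoded genes and 0.804 for cholesterol synthesis. The third list test, fry, called 13 of the 23 lists between the tissues and 0 in each other comparison. The median and the mean log2 fold change had opposite signs for fatty acid uptake and storage (0.22 and -0.66), antioxidant genes (0.10 and -0.04) and p53 and apoptosis (0.16 and -0.08), and for fatty acid oxidation camera pointed up while the median (-0.01) and mean (-0.26) lay below 0.

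HIGH PA was compared with BASAL to ask how palmitic acid during oocyte maturation, with the solvent held constant, left its trace in day 14 discs. By edgeR no gene passed the threshold, so the genes with the lowest p are given as values. DESeq2 calls are given below. KDM1B, a histone H3K4 demethylase needed for maternal imprints (chromosome 23, 39166818 to 39204690, ENSBTAG00000014608), had 7.66 ± 5.00 CPM in HIGH PA discs (n = 8) and 21.1 ± 3.44 in BASAL discs (n = 11), a log2 fold change of -1.39 (SE 0.256, adjusted p = 0.118). CYP1B1 (chromosome 11, 20493492 to 20499001) and CYP1A1 (chromosome 21, 34342807 to 34345682), both P450 enzymes induced through the aryl hydrocarbon receptor, had log2 fold changes of 4.92 (SE 1.08, adjusted p = 0.383) and 3.64 (SE 0.887, adjusted p = 0.437). CYP1A1 had 29.7 ± 35 against 3.99 ± 6.75 CPM, and 3 of 8 HIGH PA discs lay above every BASAL disc; for CYP1B1 (7.47 ± 6.40 against 0.566 ± 1.5) 5 of 8 did. DUSP18, a phosphatase, and CCNG2, a cyclin G, had log2 fold changes of 1.47 (SE 0.354) and 1.41 (SE 0.358), and CDK20 0.86 (SE 0.209). PPARGC1B, a coactivator of mitochondrial genes, had -0.94 (SE 0.242), the homeobox gene DLX5 -1.21 (SE 0.319), ANKRD9 -0.96 (SE 0.224) and CRELD2, an endoplasmic reticulum stress gene, -0.61 (SE 0.153). The 50 top genes of extraembryonic tissue had a median log2 fold change of -0.638 here. Without ED BASAL replicates 2 and 12 it was -0.551 over 49 genes. KDM1B, ANKRD9, DLX5 and CRELD2 were higher in extraembryonic tissue in 18, 21, 18 and 18 of 22 embryos. DUSP18 and CDK20 were lower there in 21, CCNG2 in 13 and PPARGC1B in 11. A difference in extraembryonic tissue between the discs was therefore not excluded.

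**Figure D3:**
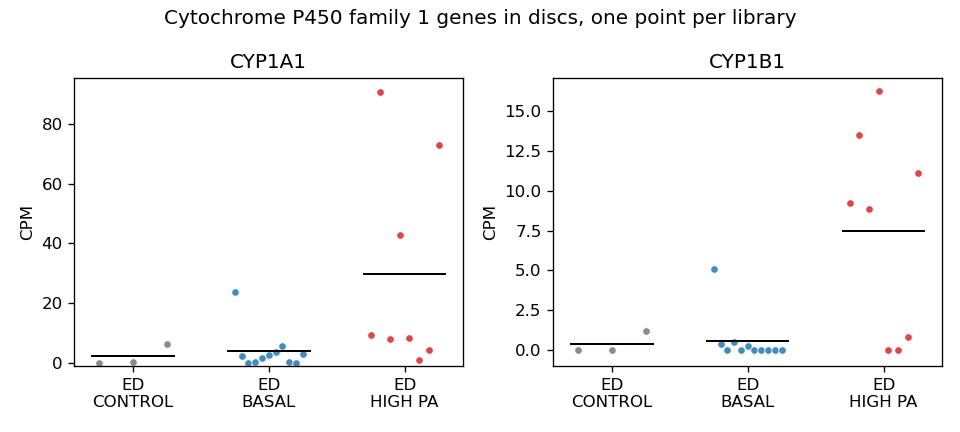
CPM of CYP1A1 and CYP1B1 in discs over 10000 reads, with a point for each library and a bar at the group mean. In HIGH PA discs 3 of 8 libraries for CYP1A1 and 5 of 8 for CYP1B1 lay above the highest BASAL disc (23.6 and 5.07 CPM).

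In discs SOX2 had a log2 fold change of 0.34 (SE 0.546), GATA4 0.36 (SE 0.320), IFNT2 -0.83 (SE 0.504), PPARG -0.55 (SE 0.407) and PLIN2 0.08 (SE 0.171), each less than 2 SEs from 0. Members with the lowest p in their lists were SLC1A5, a glutamine transporter, at 0.64 (SE 0.193), the interferon regulator IRF7 at -0.91 (SE 0.279), AGPAT2 of triglyceride synthesis at -0.72 (SE 0.226), HK2, a hexokinase, at -0.57 (SE 0.188), ETFB of fatty acid oxidation at -0.29 (SE 0.138), GATA3 at -0.63 (SE 0.219), SPP1 at 2.28 (SE 0.778), MEST at 1.32 (SE 0.506), CD74 at 1.5 (SE 0.637) and ND2 at -0.30 (SE 0.187). Over all genes 0 members of any list were called; adjusted over the list alone, 2 amino acid transporters were higher, and 1 interferon-stimulated and 1 unfolded protein gene lower. By camera with a preset correlation, mitochondrially encoded genes (10 of 11 below 0, adjusted p = 0.0102) and amino acid transport (10 of 12 above 0, adjusted p = 0.0497) were called, and both had an adjusted p of 0.988 with an estimated correlation. With cow as a block the amino acid call was lost (adjusted p = 0.322), and without the libraries under 10000 reads the mitochondrial call was lost while amino acid transport (adjusted p = 0.0440), epiblast identity (up, 0.0241), hypoblast (up, 0.0241) and trophectoderm (down, 0.0407) were called, each at 0.831 with an estimated correlation. Without the library labelled ED BASAL replicate 12, which lacks disc transcripts, the mitochondrial list alone was called (adjusted p = 0.00558, and 0.957 with an estimated correlation). Of the discs 4 of 8 in HIGH PA and 4 of 12 in BASAL were ovoid. When shape was added as a term both lists of the first fit were kept. Epiblast, hypoblast and imprinted genes were then called higher and trophectoderm lower. The 6 lists had an adjusted p of 0.956 with an estimated correlation. The median and camera had opposite signs for fatty acid uptake and storage, fatty acid synthesis, antioxidant, nuclear oxidative phosphorylation and inflammation genes, and for antioxidant genes the mean stood with camera.

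The edgeR test called 0 of 11040 genes in discs, with 1004 at an unadjusted p under 0.05, 660 without ED BASAL replicate 12 and 511 to 2305 with a cow left out. DESeq2 called 2, KDM1B (adjusted p = 0.000886) and the unnamed ENSBTAG00000046117 (log2 fold change 1.85, adjusted p = 0.00711), the latter named after its value was seen. Leaving out the embryos of cow 07 gave 97 genes, 58 higher and 39 lower, among them KDM1B (-1.87), SLC1A5 (1.12), DUSP18 (1.87), PPARGC1B (-1.42) and CYP1B1 (4.96), and no other cow left out gave a call. Without a filter on low counts 4 genes were called: KDM1B, HEPHL1, TNFAIP2 and ANKRD29, the last 3 named after their values were seen. A gene with the median SE had a 95% interval of ± 0.48 on the log2 scale. The test found 71.6% of simulated genes changed 2-fold, with no flush effect simulated.

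The same comparison in extraembryonic samples, 9 HIGH PA and 14 BASAL with a labelled sex, also called 0 genes. CAMKV, a pseudokinase that binds calmodulin (chromosome 22, 50957514 to 50969031, ENSBTAG00000004878), had 2.33 ± 1.54 CPM in HIGH PA (n = 10) and 0.812 ± 0.393 in BASAL (n = 13), a log2 fold change of 1.79 (SE 0.323, adjusted p = 0.0691). MTMR11 had 2.11 (SE 0.423, adjusted p = 0.0904), GXYLT2, a xylosyltransferase, 2.89 (SE 0.585, adjusted p = 0.0904) and ACTG2, a smooth muscle actin, 4.05 (SE 0.835, adjusted p = 0.0922). MTURN had 0.80 (SE 0.187). Below 0 stood ST3GAL1, a sialyltransferase (-1.61, SE 0.404), SLC22A5, the carnitine transporter (-0.43, SE 0.117), and RUSC2 (-0.95, SE 0.280). IFNT2 (-0.37, SE 0.497), PPARG (-0.21, SE 0.456), PLIN2 (-0.12, SE 0.291) and GATA4 (0.11, SE 0.209) differed by less than 1 SE. IFNT2 had 2797 ± 3005 CPM in HIGH PA and 3019 ± 886 in BASAL. The 2 spherical HIGH PA embryos, replicates 9 and 10, had 247 and 47.7 CPM, and BASAL held 0 spherical embryos. HIGH PA replicate 7 had 9740 CPM, and the next highest was 4958.

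Prostaglandin and steroid genes had log2 fold changes above 0 for 12 of 12 members in HIGH PA extraembryonic samples, with PLA2G4A, the phospholipase that releases arachidonic acid, at 2.65 (SE 0.623) and PTGS2, cyclooxygenase-2, at 0.61 (SE 0.707). Cholesterol genes lay below 0 for 21 of 22 members. The shapes were unequal, with 4 tubular, 4 ovoid and 2 spherical embryos in HIGH PA against 10 tubular and 4 ovoid in BASAL. Camera with a preset correlation called both lists (adjusted p = 0.0215 each) and mitochondrially encoded genes (11 of 11 below 0, COX1 at -0.58, SE 0.468, adjusted p = 6.1e-05), glycolysis (12 of 17 below 0, 0.0215), streak and mesoderm (2 of 3 below 0, 0.0215) and extracellular matrix (13 of 17 below 0, 0.0346). All 6 had an adjusted p of 0.995 with an estimated correlation. Without the library EX BASAL replicate 7 the calls were cholesterol (down, adjusted p = 5.1e-06), prostaglandin and steroid (up, 0.00990) and nuclear oxidative phosphorylation (down, 0.0390), at 0.388, 0.216 and 0.865 with an estimated correlation. With cow as a block they were cholesterol (adjusted p = 0.00616, and 0.999 with an estimated correlation) and mitochondrially encoded genes (adjusted p = 4.8e-23, and 0.0382 with an estimated correlation), while prostaglandin and steroid and streak had 0.370, glycolysis 0.148 and extracellular matrix 0.455. When shape was added as a term cholesterol genes were below 0 for 17 of 22 members and were lost (adjusted p = 0.184), as were glycolysis (0.125) and extracellular matrix (0.102). Mitochondrially encoded genes (3.8e-09), prostaglandin and steroid (5.5e-05) and streak (0.0380) remained called, each at 0.487 with an estimated correlation. The mark 2 was on 4 of 10 HIGH PA and 3 of 14 BASAL libraries, and marked libraries had the higher mitochondrial share (median 10.7% against 4.17%). By number alone the mark would therefore raise mitochondrially encoded genes in HIGH PA, where they were lower. The highest share, 20.9%, was in the marked BASAL replicate 11. Other list members with the lowest p were HADHB of fatty acid oxidation (0.34, SE 0.129), the lipase PNPLA2 (0.68, SE 0.240), the desaturase gene FADS3 (0.48, SE 0.164), the DNA methyltransferase DNMT3A (1.66, SE 0.452), CHAC1 of the integrated stress response (1.14, SE 0.493), the antioxidant gene NQO1 (0.52, SE 0.304) and MUC1, a mucin of uterine epithelium (0.62, SE 0.220). Adjusted over the list alone, 2 prostaglandin genes and 1 DNA methylation gene were higher. Median and camera had opposite signs for epiblast, fatty acid oxidation, fatty acid uptake and storage, antioxidant, imprinted and DNA methylation genes, and median and mean for fatty acid uptake and storage, the unfolded protein response, p53 and apoptosis and DNA methylation, none of them called.

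Of 10969 genes in extraembryonic samples 0 were called by edgeR and 0 by DESeq2, with 531 and 274 at an unadjusted p under 0.05, and 253 to 1101 by edgeR with a cow left out. Without cow 07 or cow 25 CAMKV was called (log2 fold change 1.99 and 1.96), without cow 72 ACTG2 (4.79), and without the filter on low counts 9 genes were called, including CAMKV, MTMR11, GXYLT2 and ACTG2. With flush as a correlated block in limma-voom 0 genes were called, and the lowest adjusted p was 0.9996 (137 at an unadjusted p under 0.05). By edgeR 0 were called with counts summed per flush (lowest adjusted p 0.9757) and with males only (0.9999). Without cow 813 0 were called too. The median gene had a 95% interval of ± 0.40, and 71.6% of simulated 2-fold changes were found, with no flush effect simulated.

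Whether the HIGH PA difference itself differed between the tissues was tested as an interaction over the 23 paired embryos. TNFAIP2, an inducible gene of endothelium, had the lowest p, with a log2 difference of -3.58 (SE 0.721, adjusted p = 0.509), and ANKRD9 had 1.11 (SE 0.266), KIAA0513 2.11 (SE 0.568) and LIPA, the lysosomal lipase, -1.19 (SE 0.302). By edgeR 0 of 11921 genes were called, with 366 at an unadjusted p under 0.05, and by DESeq2 0. Camera called 0 of 23 lists, while without the libraries under 10000 reads hypoblast genes (adjusted p = 0.00685) and epiblast genes (adjusted p = 0.0437) were called lower, with an adjusted p of 0.793 with an estimated correlation.

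BASAL and HIGH PA discs were set against CONTROL discs to show what physiological fatty acids and solvent change. GADD45G, a growth arrest gene, had 34 ± 16.9 CPM in CONTROL discs (n = 3), 9.79 ± 2.67 in BASAL and 11 ± 5.17 in HIGH PA discs, with log2 fold changes of -1.58 (SE 0.386) and -1.5 (SE 0.380). STC1, stanniocalcin, had -2.55 (SE 0.804) in BASAL, where SNX25 had 1.35 (SE 0.353) and the apoptosis inhibitor BIRC2 1.23 (SE 0.347). In HIGH PA discs BIRC2 had 1.09 (SE 0.342), NFYB 1.72 (SE 0.406) and SREBF1, a regulator of lipid synthesis, 0.86 (SE 0.258). PLIN2 had 0.40 (SE 0.243) and 0.48 (SE 0.241), SOX2 -0.83 (SE 0.738) and -0.49 (SE 0.731), and IFNT2, PPARG and GATA4 lay within 2 SEs of 0. Nuclear genes of oxidative phosphorylation were below 0 for 39 of 49 members in BASAL (camera adjusted p = 0.0146) and 44 of 49 in HIGH PA (adjusted p = 0.00125), with an adjusted p of 0.951 and 0.998 with an estimated correlation. In HIGH PA discs camera also called glycolysis (down, adjusted p = 0.000695), mitochondrially encoded genes (down, 0.0459), prostaglandin and steroid (up, 0.0459) and amino acid transport (up, 0.0453), all at 0.998 with an estimated correlation. With cow as a block glycolysis (0.954), prostaglandin (0.363) and amino acid transport (0.0911) were lost and trophectoderm genes were called lower (adjusted p = 0.00118, and 0.998 with an estimated correlation). Without the libraries under 10000 reads, glycolysis and nuclear oxidative phosphorylation were the calls in HIGH PA (0.937 with an estimated correlation), and hypoblast, streak and glycolysis, all lower, joined in BASAL (0.994 with an estimated correlation). Without ED BASAL replicate 12 the mitochondrial call in HIGH PA was lost (adjusted p = 0.0527). When shape was added as a term oxidative phosphorylation was kept in both media (0.969 and 0.968 with an estimated correlation). In HIGH PA glycolysis, mitochondrially encoded genes and amino acid transport were then lost (0.0575 each). Prostaglandin was kept and trophectoderm was called lower (0.0313 each, 0.968 with an estimated correlation). Within their lists alone, 1 p53 gene was lower in BASAL discs, and in HIGH PA discs 2 p53 and 2 glycolysis genes were lower and 1 gene of fatty acid synthesis higher. By edgeR 0 genes were called in either comparison (379 and 465 at an unadjusted p under 0.05, 185 and 277 without CONTROL replicate 1, 460 and 688 without replicate 2, 457 and 371 without replicate 3) and by DESeq2 0. All CONTROL embryos came from a single flush of cow 813, so CONTROL medium and flush cannot be told apart, and 17.9% and 26.9% of simulated 2-fold changes were found. With cow as a block these comparisons lean on the other discs of that cow, HIGH PA replicate 3 and BASAL replicates 1, 9 and 10.

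In extraembryonic samples SGK1, a kinase regulated by serum and glucocorticoids, had 182 ± 21.3 CPM in CONTROL (n = 4), 99.4 ± 35.4 in BASAL and 72.7 ± 29.3 in HIGH PA, with log2 fold changes of -0.80 (SE 0.231) and -1.14 (SE 0.244). WDCP had -0.95 (SE 0.228) and -1.11 (SE 0.244), TST, a mitochondrial sulfurtransferase, 2.01 (SE 0.506) and 2.21 (SE 0.518), and EVA1B 2.01 (SE 0.503) and 2.30 (SE 0.518). MUC1 had 1.48 (SE 0.332) in HIGH PA, at 19.3 ± 24.8 against 4.17 ± 0.667 CPM. PLIN2, IFNT2 and PPARG lay within 2 SEs of 0, and GATA4 had 0.46 (SE 0.281) and 0.58 (SE 0.294). In BASAL samples camera called mitochondrially encoded genes (11 of 11 above 0, adjusted p = 2.8e-09), hypoblast (13 of 14 above 0, 0.00521), trophectoderm (0.0142), inflammation (5 of 5 above 0, 0.0142) and streak genes (2 of 3 above 0, 0.0338), all up. With an estimated correlation their adjusted p was 0.549, 0.955, 0.549, 0.617 and 0.549, and without EX BASAL replicate 7 the calls were 0. The mark 2 that moved with the mitochondrial share was on 0 of 4 CONTROL libraries. All CONTROL embryos were of cow 813. With cow as a block these comparisons lean on its other extraembryonic libraries, HIGH PA replicate 7 and BASAL replicates 3, 4 and 8. With cow as a block mitochondrially encoded genes (adjusted p = 0.181), trophectoderm (0.181) and hypoblast (0.755) were lost and cholesterol synthesis (0.00754), the unfolded protein response (0.0146) and glycolysis (0.0346) were called higher and imprinted genes (0.0477) lower, each at 0.939 with an estimated correlation. In HIGH PA samples camera called 0 lists, and with cow as a block mitochondrially encoded genes (down, 9.8e-10), inflammation (up, 0.00200) and prostaglandin and steroid (up, 0.0181), at 0.624, 0.690 and 1.00 with an estimated correlation; mitochondrially encoded genes pointed up without the block. When shape was added as a term the 5 lists of BASAL were kept (0.600 to 0.955 with an estimated correlation). In HIGH PA prostaglandin and inflammation genes were then called higher (adjusted p = 0.0270 each, and 0.972 with an estimated correlation). Adjusted over the list alone, HIGH PA against CONTROL gave 1 higher and 1 lower trophectoderm gene and 1 higher gene each of fatty acid synthesis, p53, prostaglandin and inflammation lists. By edgeR 0 genes were called in either comparison, with 372 and 1057 at an unadjusted p under 0.05. These were 216 and 675 without CONTROL replicate 1, 216 and 640 without replicate 2, 160 and 501 without replicate 3 and 554 and 1166 without replicate 4. DESeq2 called 1 gene in each, the neuropeptide receptor NPSR1, named after its value was seen. Its log2 fold changes were 23.5 (SE 4.39) and 23.0 (SE 4.62), too large to be read as the size of a change. Its median was 0 CPM in both tubular and ovoid extraembryonic samples.

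Embryos had been scored as tubular or ovoid, and day 14 conceptuses lengthen from ovoid to tubular shape. In discs the genes with the lowest p were lower in ovoid embryos: FNDC4 at -2.89 (SE 0.542, adjusted p = 0.0994), the chromatin remodeller SMARCA1 at -1.32 (SE 0.254, 0.0994), MAGED1 at -0.84 (SE 0.165, 0.0994), GATM of creatine synthesis at -1.38 (SE 0.278, 0.110) and the channel TRPC4 at -2.93 (SE 0.622, 0.143), while STOM had 1.28 (SE 0.282, 0.163). Camera called hypoblast (15 of 17 below 0, adjusted p = 9.1e-06), streak and mesoderm (9 of 11 below 0, 6.45e-05), glycolysis (18 of 18 below 0, 0.000154), imprinted (8 of 9 below 0, 0.00939) and extracellular matrix genes (20 of 23 below 0, 0.0151) lower in ovoid discs, and nuclear oxidative phosphorylation higher (38 of 49 above 0, 0.00771). The 6 had an adjusted p of 0.986 with an estimated correlation. With cow as a block glycolysis was kept (adjusted p = 0.000178), while hypoblast and streak (0.859 each), oxidative phosphorylation (0.732), imprinted (0.970) and extracellular matrix genes (0.231) were lost with the opposite direction, and the unfolded protein response (0.0218), prostaglandin (0.0436) and inflammation genes (0.0454) were called lower. With an estimated correlation these 4 calls had an adjusted p of 0.952, 0.952, 0.952 and 0.404. Without ED BASAL replicate 12, an ovoid disc without disc transcripts, the calls were hypoblast (0.000193), streak (0.00247) and glycolysis (4.5e-05), each at 0.966 with an estimated correlation. Without the libraries under 10000 reads the 6 lists remained called and cholesterol synthesis joined them, lower, at 0.000153, and with an estimated correlation the adjusted p of the 7 lay between 0.347 and 0.683. Within their lists alone, 4 hypoblast, 3 glycolysis, 1 imprinted, 1 extracellular matrix and 1 prostaglandin gene were lower and 2 prostaglandin genes higher. By edgeR 0 of 11040 genes were called with 806 at an unadjusted p under 0.05, and DESeq2 called 17, of which 12 were lower, including SMARCA1, MAGED1 and GATM.

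Extraembryonic samples of ovoid embryos differed from those of tubular embryos in 1390 genes, 761 higher and 629 lower. With cow as a block 0 genes were called, with the sequencing lane as a term 2 and with the mark 2 as a term 21. The values that follow are from the fit without these terms. IFNT2 fell by 1.13 (SE 0.294), from 3839 ± 1785 CPM in tubular (n = 16) to 1766 ± 1048 in ovoid samples (n = 9), PTGS2 by 2.68 (SE 0.519), SLCO2A1 by 1.87 (SE 0.416), PPARG by 1.32 (SE 0.338) and SLC27A6 by 2.88 (SE 0.690) on the log2 scale. EHHADH (-1.46, SE 0.402) of peroxisomal oxidation fell, as did FADS1 (-1.38, SE 0.417) of desaturation and HMGCS1 (-0.89, SE 0.247) of the mevalonate pathway. Higher in ovoid samples were hypoblast genes APOA2 (1.87, SE 0.289) and PDGFRA (1.19, SE 0.341), the retinol dehydrogenase RDH12 (chromosome 10, 80159083 to 80167935, 1.99, SE 0.231), the kinase WNK4 (1.14, SE 0.149), PRSS35 (2.49, SE 0.340), ACAP1 (1.15, SE 0.174) and IFITM3 (1.44, SE 0.224). Triglyceride enzymes DGAT2 (1.76, SE 0.356) and PNPLA2 (0.76, SE 0.145), the growth factor IGF2 (1.07, SE 0.328), STAR of steroid synthesis (1.15, SE 0.327), MLXIPL (0.85, SE 0.220), TIMP1 (1.18, SE 0.269) and GATA2 (0.57, SE 0.126) also rose. CD55 of complement regulation (-1.74, SE 0.299), NOS2 (-3.48, SE 0.962), the integrin ITGAV (-1.20, SE 0.338), LAMC1 (-0.80, SE 0.238) and the chaperones HSP90B1 (-0.54, SE 0.127) and DNAJB9 (-0.92, SE 0.228) fell.

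By list, 5 hypoblast genes rose and 1 fell of 14, 0 cholesterol genes rose and 6 fell of 22, 2 uptake and storage genes rose and 6 fell of 21, 0 unfolded protein genes rose and 5 fell of 27, 1 extracellular matrix gene rose and 5 fell of 17, 0 of 24 fatty acid oxidation genes rose and 3 fell, and 1 prostaglandin or steroid gene rose and 3 fell of 12. Adjusted over the list alone the hypoblast counts were 7 and 3, the uptake and storage counts 3 and 6, the unfolded protein counts 0 and 8, the extracellular matrix counts 1 and 6 and the prostaglandin counts 2 and 3, with the other 2 equal. Camera called 0 of 22 lists at a preset correlation, from an adjusted p of 0.0781 for the unfolded protein response, and with cow as a block it called mitochondrially encoded genes (up, 1.0e-12), hypoblast (up, 0.0146), trophectoderm (up, 0.0252) and extracellular matrix (down, 0.0252), with an adjusted p of 0.348 to 0.983 with an estimated correlation. Without the libraries under 10000 reads the unfolded protein list was called (down, 0.0120, and 0.975 with an estimated correlation).

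The mark 2 was on 5 of 9 ovoid and 1 of 17 tubular extraembryonic libraries, and on 3 BASAL and 4 HIGH PA libraries. With the mark as a term 21 genes were called, without the marked libraries 229, with the sequencing lane as a term 2, and with cow as a block 0, where the lowest edgeR adjusted p was 0.232. With flush as a correlated block in limma-voom 1257 were called, 832 of them shared. Leaving out the embryos of cow 813 left 3 genes, of cow 66 69, of cow 07 124, of cow 72 3006 and of cow 13 4081. DESeq2 called 980 genes, of which 39.1% were higher in ovoid samples against 54.7% by edgeR.

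**Figure D4:**
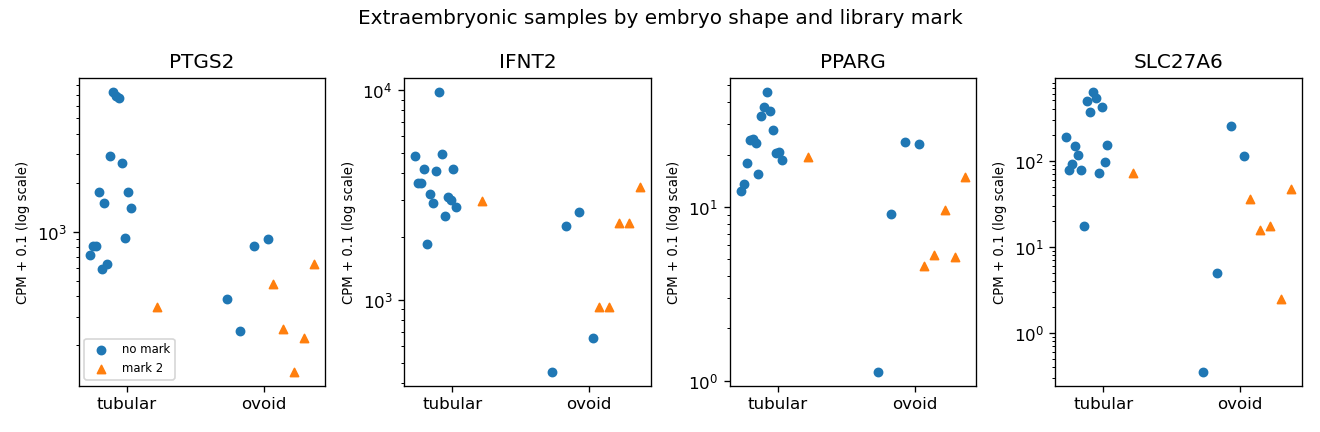
CPM plus 0.1 on a log axis of 4 genes in extraembryonic samples of tubular and ovoid embryos over 10000 reads, with a point for each library and triangles for libraries with the mark 2. Means for tubular and ovoid samples were 2355 and 451 CPM for PTGS2, 3839 and 1766 for IFNT2, 24.3 and 10.6 for PPARG and 221 and 54.0 for SLC27A6.

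Sex was labelled for each embryo compared. DDX3Y, a Y-linked helicase, ran from 28.1 to 154 CPM in the 16 male discs and was 0 in the 6 female discs. In extraembryonic samples it ran from 17.6 to 271 CPM in 18 males and to at most 0.254 in 8 females, so 0 libraries went against their label. The gene table places DDX3Y, UTY and GPR143 on the X chromosome (DDX3Y at 143364825 to 143375658), and reads of DDX3Y can be shared with its X copy. In discs 6 genes passed the edgeR test, all lower in females, among them UTY (log2 fold change -6.26, SE 0.665) and GPR143 (-3.87, SE 0.672). DESeq2 called 41 (24 higher, 17 lower), edgeR with DESeq2's size factors 10 (4 higher, 6 lower), and edgeR without the libraries under 10000 reads 11 (5 higher, 6 lower). Epiblast genes were above 0 for 10 of 10 members in female discs (camera adjusted p = 0.00857, 0.961 with an estimated correlation, 0.737 with cow as a block, 0.234 without ED BASAL replicate 12, 0.0159 with shape as a term), and without the libraries under 10000 reads cholesterol genes were called higher too (adjusted p = 0.0140, and 0.879 with an estimated correlation). Adjusted over the list alone, 1 gene each of cholesterol, p53 and extracellular matrix lists was higher.

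In extraembryonic samples 99 genes differed between the sexes, 67 higher and 32 lower in females, and with cow as a block 164 did, 75 of them shared. Of the 67 higher genes 46 lay on the X chromosome, which held 364 of the 10969 genes tested (Fisher's exact test, two-sided p = 3.7e-53). The table also places on X 11 of the 32 lower genes, among them DDX3Y and UTY. The higher X genes included CSTF2, an mRNA cleavage factor (chromosome X, 54633864 to 54668205, log2 fold change 0.71, SE 0.0822), MPP1 (0.81, SE 0.108), ATP6AP1 of the proton pump (0.73, SE 0.109), IKBKG (0.81, SE 0.126), MSN, moesin (0.60, SE 0.102), and NDUFA1 of complex I (0.82, SE 0.169). Outside the X chromosome CYP11A1, which makes pregnenolone, rose by 1.92 (SE 0.363), CASP8 by 2.08 (SE 0.476) and the amino acid transporter SLC36A2 by 3.32 (SE 0.767) in females, while TPBG fell by 2.03 (SE 0.384). Adjusted over the 10605 genes outside X alone, 10 were called (4 higher, 6 lower), with CYP11A1 and TPBG kept (adjusted p = 0.0423 each) and CASP8 (0.0655) and SLC36A2 (0.0757) lost. Among genes the table places on X, PLS3 (-1.61, SE 0.309), DDX3Y (-9.99, SE 0.717), UTY (-3.43, SE 0.400) and GPR143 (-4.27, SE 0.637) fell. Over all tested X genes 84.9% had a log2 fold change above 0 in extraembryonic samples and 85.9% in discs, against 51.0% and 46.5% of other genes, with X medians of 0.41 and 0.39. Streak genes were below 0 for 3 of 3 members (camera adjusted p = 0.00111, 0.191 with an estimated correlation, 0.0596 without EX BASAL replicate 7, 0.00240 with shape as a term). When shape was a term hypoblast was also called lower and prostaglandin higher (0.0369 each, and 0.988 with an estimated correlation). Nuclear oxidative phosphorylation was called higher with cow as a block (adjusted p = 0.0464, and 0.959 with an estimated correlation). Adjusted over the list alone, 2 prostaglandin and steroid genes and 1 gene each of cholesterol, oxidative phosphorylation, p53 and DNA methylation lists were higher, and 1 antioxidant and 1 inflammation gene lower.

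**Figure D5:**
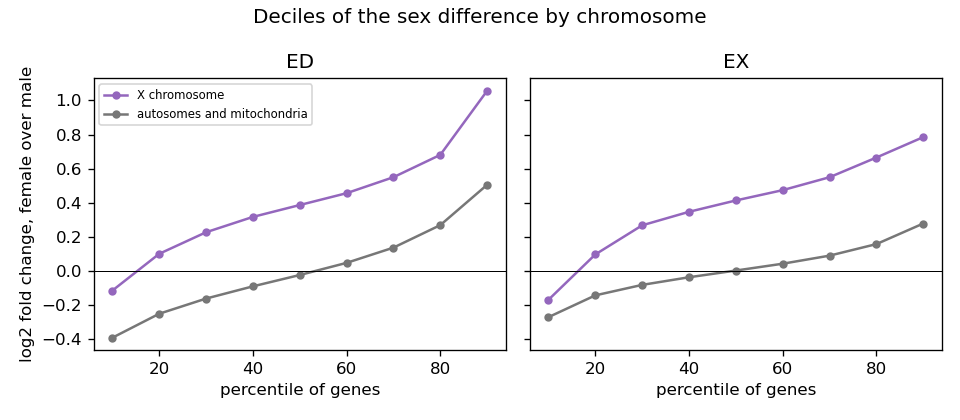
Percentiles of the log2 fold change, female over male, of genes on the X chromosome and of all other genes, in discs (ED) and extraembryonic samples (EX). The X curve lies above the other curve at each decile, with medians of 0.39 in discs and 0.41 in extraembryonic samples against -0.02 and 0.00.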

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

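The tests of the mitochondrial share and those of the tissue and depth of ED BASAL replicate 12 were chosen after the result was seen, as were the mark 2 and lane terms, the fits without marked libraries, the count of discs for CYP1A1 alone, the fit without ED BASAL replicates 2 and 12 and the use of unadjusted p in other splits.

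A few samples lay far from the others of their group. ED HIGH PA replicate 5 had 8174 genes detected, the lowest of 8 (next 11653). Its depth of 119116 reads was also the lowest of its group (next 540818). EX HIGH PA replicate 7 had IFNT2 at 9739.8 CPM, the highest of 10 (next 4957.7), and EX CONTROL replicate 4 had PLIN2 at 102.43 CPM, the highest of 4 (next 72.776). Of 30 such tests 3 were beyond the limit, where chance flags about 1 in 20 groups. The tests covered ED HIGH PA, EX HIGH PA and EX CONTROL alone. The undissected HIGH PA embryos, in no comparison, had NNAT at 24.158 and 21.027 CPM, above the highest extraembryonic library (11.764, a HIGH PA sample) and the highest CONTROL one (0.274).

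The first pattern is the 1390 genes called between ovoid and tubular extraembryonic samples. With cow as a term the median ratio of their log2 fold changes to those without it was 0.908, and with lane 0.900, so neither was the whole cause, although the calls ended (0 and 2) as SEs grew by 1.41 and 1.2 times. With the mark 2 as a term the ratio was 0.650 (quartiles 0.481 to 0.851) and 20 of the genes were called, and without the marked libraries it was 0.760. The mark, on 5 of 9 ovoid and 1 of 17 tubular libraries, cannot be told apart from shape for the part it took. The mitochondrial share was higher by 6.63 points with the mark among ovoid embryos (exact permutation p = 0.0873, 5 against 4), which leaves the mark open, while among libraries without it ovoid and tubular embryos differed by -0.0115 points, against shape as its cause. Shape itself stays open as a biological difference.

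The second pattern is the library labelled ED BASAL replicate 12, with 0 reads of SOX2, NODAL, EOMES and NNAT. Its depth would give 1423.8 reads of NNAT at the median share of the other discs, against low depth, and the extraembryonic library of the same embryo had NNAT at 0.133 CPM, against an exchange of the 2 parts. Its Spearman correlation was 0.985 with the median extraembryonic profile and 0.901 with the median disc, a wider margin than in any other disc library over 10000 reads. It may therefore hold extraembryonic tissue, although ED BASAL replicate 2 was also nearer the extraembryonic profile (0.966 against 0.945). No biological explanation was tested.

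The third pattern is CYP1A1 and CYP1B1 in HIGH PA discs, which were not called. Both genes were lower in extraembryonic samples than in discs of the same embryos (log2 fold change -1.49 for CYP1A1 and -4.10 for CYP1B1), against tissue carried over into HIGH PA discs. ED BASAL replicates 2 and 12 were the discs nearer the extraembryonic profile. Without them the log2 fold change of CYP1B1 was 0.999 and that of CYP1A1 1.03 times as large, against extraembryonic tissue in those discs. The 50 top genes of extraembryonic tissue had a median log2 fold change of -0.638 in HIGH PA against BASAL discs. Without those 2 discs it was -0.551 over 49 genes. More extraembryonic tissue in other BASAL discs was therefore not excluded. Each of them but shallow replicate 7 correlated more with the disc profile (0.973 to 0.986) than the extraembryonic one (0.846 to 0.923). Their NNAT was 283 to 735 CPM, against 108 to 1029 in HIGH PA discs. Tissue lowering CYP1B1 by 4.92 and CYP1A1 by 3.77 on the log2 scale would lower NNAT too. These values argue against such tissue as the whole cause for either gene, and leave a smaller part open. For CYP1B1 5 of 8 HIGH PA discs lay above every BASAL disc, against a few libraries, but for CYP1A1 3 of 8 did, so a few libraries may account for that gene. Without libraries under 1000000 reads the CYP1B1 log2 fold change was 1.28 times as large, against low depth. Within cow 13 CYP1B1 was at 16.2 and 11.1 CPM in HIGH PA and 0.508 in BASAL, and within cow 813 at 8.88 in HIGH PA and 5.07, 0 and 0 in BASAL, while in cow 07 HIGH PA had 13.5, 0.845 and 0 and BASAL 0 and 0. CYP1A1 within cow 13 was at 42.9 and 73.0 CPM in HIGH PA and 0.508 in BASAL. Within cow 07 it was at 90.7, 1.13 and 4.22 against 0 and 0. Within cow 813 it was at 8.14 in HIGH PA and 23.6, 5.56 and 0.405 in BASAL. Tested against the spread between flushes, neither gene was called: 0 genes were with flush as a correlated block (922 at an unadjusted p under 0.05) and 0 with counts summed per flush (404). Medium and differences between flushes stay open. Extraembryonic tissue in other BASAL discs stays open for a part of the difference alone.

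Other splits of the same samples were tried for each comparison. Where the real count was 0, each split gives as many, so the number of such splits was fixed in advance and decides nothing: 100 of 100 for HIGH PA against BASAL in discs (highest other 1) and extraembryonic samples (1831), for BASAL against CONTROL (1 and 3), for HIGH PA against CONTROL (27 and 1) and for shape in discs (1), and 30 of 30 for the interaction (0). By genes at an unadjusted p under 0.05 the real split was matched or passed, itself counted, in 8, 46, 22, 29, 48, 9 and 8 of 100 splits and in 12 of 30, in the same order, so chance was not excluded there (for discs of HIGH PA against BASAL the real 1004 was 660 without ED BASAL replicate 12). Called genes set the real split apart for tissue (6592 genes, 1 of 30 splits, highest other 3376), sex in discs (6, 3 of 100, 236) and sex in extraembryonic samples (99, 2 of 100, 1965), although by unadjusted p 9 and 16 of 100 splits matched the real split for sex. For shape in extraembryonic samples (1390, 3 of 100, 4496) they did so only among splits that ignore cow and flush, and with cow as a block 0 genes were called by edgeR, with 1930 at an unadjusted p under 0.05. Splits with several times the real count may reflect a structure of the samples, and which structure was not tested. The mark 2 parted 5307 genes among 27 extraembryonic libraries, 4840 with shape as a term, and no disc library carried it.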

How the results depend on the processing

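Alternatives chosen after the data were seen are the fits without libraries under 10000 or 1000000 reads, without ED BASAL replicate 12, with lane or mark 2, without marked libraries, with uniquely placed reads, with autosomal genes alone, the cows left out for shape, flush correlation for shape, and cow as a block or shape as a term in list tests. With DESeq2 the counts were 2 in place of 0 for HIGH PA against BASAL in discs, 1 in place of 0 for BASAL and 1 for HIGH PA against CONTROL in extraembryonic samples, 17 in place of 0 for shape and 41 in place of 6 for sex in discs. Without the filter they were 4 and 9 for HIGH PA against BASAL in discs and extraembryonic samples and 11 for sex in discs, where DESeq2's size factors gave 10 and leaving out libraries under 10000 reads 11. Leave-one-out of cows gave 0 to 97 genes for HIGH PA against BASAL in discs (97 without cow 07) and 0 to 1 in extraembryonic samples (1 without cow 07, 25 or 72). For shape in extraembryonic samples (1390) it gave 3 to 4081 (3 without cow 813, 69 without 66, 124 without 07, 3006 without 72, 4081 without 13), and cow as a block gave 0, lane 2, the mark 2 term 21 and no marked libraries 229. Sex in extraembryonic samples gave 164 with cow as a block in place of 99, and 10 when the same p-values were adjusted over the 10605 genes outside X alone, so that the low p of X genes no longer entered the adjustment. The cow block changed no other call of a count. Of 266 list tests 37 were called at the preset correlation, 0 with an estimated correlation and 13 by fry. Of the 13 by fry, all between the tissues, 9 were among the 37. Without libraries under 10000 reads 35 were called, 23 of them shared. With cow as a block 26 were called, and 10 of the 27 first calls in the comparisons with that block were kept. Leaving out a CONTROL replicate gave 0 each time. The cause was not tested, except where cows or libraries left out mean fewer samples. Named genes called kept their call in 274 of 276 gene and setting pairs between tissues and in 357 of 572 for shape in extraembryonic samples, with 0 reversed. Without libraries under 1000000 reads edgeR called 0 genes for HIGH PA against BASAL in discs and in extraembryonic samples (1090 and 514 at an unadjusted p under 0.05), and DESeq2 was not run there.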

Other observations

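The test of a shared response was chosen before its result was seen, and the undissected samples are given as values.

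The undissected HIGH PA embryos, a spherical and an ovoid male of cow 66, were set beside dissected extraembryonic samples. IFNT2 was 71.1 and 171 CPM against a median of 2875 in 27 extraembryonic libraries, and PPARG 0.711 and 0 against 18.5. The keratin KRT8 was 8369 and 9425 CPM against 7943, and GATA3 32 and 24.5 against 58.1. SOX2 had 1 read in each, T had 0, and GATA4 was 49.7 and 12.4 CPM against 16.7. These medians pool embryos that were mostly tubular. Ovoid extraembryonic samples had a mean of 1766 CPM for IFNT2 and 10.6 for PPARG. For IFNT2 the undissected spherical embryo lay between the spherical extraembryonic samples given above. Of the 46 X genes higher in female extraembryonic samples, 45 had a log2 fold change above 0 in discs too, with a median of 0.41 in discs and 0.67 in extraembryonic samples, while 85.9% of all X genes tested in discs were above 0, with a median of 0.39.

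As a hypothesis, the oocyte's medium could leave the same trace in both parts of an embryo. Over 7679 genes of 19 embryos (8 HIGH PA, 11 BASAL) the HIGH PA minus BASAL differences in disc and extraembryonic tissue had a Pearson correlation of 0.124, within the middle 90% of 1000 permutations of the media among embryos (-0.102 to 0.351, one-sided p = 0.549). The permutations treated embryos of the same flush as independent, and the embryo of ED BASAL replicate 12 was kept. With these limits the test gave no sign of a shared response.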
